A study of Mus musculus with 2 samples. Its data were reported in "Skeletal muscle stem cells modulate niche function in Duchenne muscular dystrophy mouse through YY1-CCL5 axis" (2025).

How the data were processed

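Single cell RNA-seq of live mononuclear cells sorted from pooled hind limb muscles of mdx mice was analysed in 2 libraries, 1 of mice with intact Yy1 (Ctrl) and 1 of mice with Yy1 deleted in MuSCs (dKO). The authors prepared droplet libraries (10x Chromium, Illumina sequencing) and deposited UMI counts per gene and cell for barcodes called as cells. Per the file headers these counts were written by Cell Ranger 3.0.2. The counts had not been normalized and cells had not been filtered after cell calling. They cover 24984 gene symbols in each library, of which 0 are mitochondrially encoded, so the mitochondrial part of the study's cell filter could not act. The genome build behind the counts is not stated. Gene positions come from GENCODE M21 (GRCm38), matched by symbol, which found 24458 of the 24984 symbols (97.9%).

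Cells with at least 500 genes were kept, which left out 192 Ctrl and 154 dKO cells. Doublet scores were computed per library with Scrublet in scanpy 1.11.5, with 30 principal components and an expected rate of 7.5%. Scrublet's own threshold has not worked, since it called 7 Ctrl and 22 dKO cells, so a rank was used in its place and the 7.5% of cells with the highest scores were removed from each library. Where cells shared the limiting score (50 in Ctrl, 39 in dKO), the order of their barcodes set which were removed (25 and 26). This left 4010 Ctrl cells with a median of 7850.5 UMIs and 3079 dKO cells with a median of 7812. Counts were log-normalized in Seurat 5.3.0 (R 4.3.3) with a scale factor of 10000. The 2 libraries were integrated with Seurat anchors on 2000 variable genes and 40 dimensions and clustered on a shared nearest neighbour graph at a resolution of 0.8. Cluster boundaries changed with rounding in the last digits of the linear algebra library, which moved 1 cell between FAP-like and unnamed cells and shifted FAP state sizes by more, so all values come from 1 fixed setting of that library.

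Clusters were named from 18 lists of marker genes, 169 genes in all, of which 6 have no entry in the files. The 10 leading genes of a cluster were those with the highest CPM ratio to all other cells, among genes in at least 20% of its cells and at 50 CPM or more. A marker counted as enriched at 2-fold or more over the median other cluster and in at least 10% of the cells. A cluster took the name of the list with most genes among its leading genes, then with most enriched markers, given at least 3 enriched markers. Several details of this rule were set after the clusters had been seen: the median other cluster as the reference, the naming of cycling clusters after the class with most enriched markers behind the cell cycle, the sub-clustering of MO/MP-like cells together with their cycling cells, and a list of 6 genes (Sfrp5, Lypd2, Cldn1, Krt19, Wnt6 and Stra6) of which 3 or more among the leading genes left a cluster unnamed. That list left 24 Ctrl cells (0.599%) and 18 dKO cells (0.585%) unnamed. Named classes are written as "like", since no marker was measured by another method.

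Leading genes were Apoe, Fcna, Slpi, Rnf128 and Ear2 for the 5 MO/MP-like clusters, Inmt, Cxcl5 and Cxcl13 for the 3 FAP-like clusters, and Gpihbp1, Selp and Cytl1 for the 3 EC-like clusters. Myh11 with Rgs5 led a cluster that holds both smooth muscle and pericyte genes, so no pericyte class was separated in this clustering. Gal and Myog led the MuSC-like cluster, Retnlg the neutrophil-like cluster, Cd3d the T cell-like cluster, Cd79a the B cell-like cluster and Chad the tenocyte-like cluster. The 2 dendritic cell-like clusters were led by Cd209a and Xcr1, and the cycling MO/MP-like and cycling FAP-like clusters by Nusap1 and Mxd3. Myocyte-like cells (0.474% of Ctrl and 0.357% of dKO cells, led by Pvalb), lymphatic EC-like cells (0.374% and 0.422%, led by Mmrn1) and Schwann cell-like cells (0.274% and 0.390%) were small. No cluster was named from the lists of NK, mast or erythroid cells.

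FAP-like cells, and MO/MP-like cells with their cycling cells, were sub-clustered with both libraries together at a resolution of 0.4 and named by the same rule from 6 FAP and 6 MO/MP state panels (27 and 25 genes). The study had chosen these panels on these same libraries. The anti-apoptotic (11 genes), apoptotic (10 genes) and inflammatory (28 genes, 27 of them in the files) sets are those listed by the study, and how they were chosen is not known here. State sizes are given first from clustering without the panel genes, then from clustering with all variable genes. Without the panel genes, clusters led by stress or immune genes were the Stressed-like FAP cluster (Zfp36, Hsph1, Dnajb1, Atf3, Egr1), the Restorative-like MO/MP cluster (Ifit3, Ifit2 and Cxcl10 among its leading genes), the Proliferating-like cluster (S100a9 and S100a8 ahead of cell cycle genes), the MHC II-like cluster (Ear2 and Retnla) and the CCL+-like cluster (Cd209f, Lyve1 and Fcna). Among clusters with no state name, Ifit3 was a leading gene of 1 FAP-like cluster, and Egr1 and Jun of 1 MO/MP-like cluster.

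UMIs of a gene were summed over the cells of a class and divided by the class total to give CPM. Ratios are dKO over Ctrl with exact intervals conditional on the summed counts, and differences of shares carry Newcombe intervals; a count of 0 was set to 3 counts, which makes the ratio a bound. For shares of cells with a UMI, and for scores, each cell was thinned at random to 2000 UMIs and shallower cells were left out. Scores are the mean of the set minus the mean of 100 control genes per gene, drawn from 24 expression bins. Medians of gene lists were placed among 10000 random lists matched on expression, each gene drawn from its 100 nearest neighbours. In FAP-, MO/MP- and MuSC-like cells, the report names genes listed in advance (Yy1, Pdgfra, Col1a1, Col3a1, Tgfb1, Ccl5, Pax7, Ccl2, Ccl3, Ccl7 and Ccl25, each in the classes that apply) and the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 100 UMIs in a library and an interval that leaves out 1. These rules, the comparisons and the alternatives were fixed before the data were examined; 1 of the comparisons is not reported here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 was used.

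Alternatives were a filter of at least 200 genes and 1000 UMIs, no cell filter, no doublets removed, removal of the highest 4%, resolutions of 0.4 and 1.2, 20 dimensions, no integration and shares among non-immune classes. For states they were sub-clustering at 0.2 and 0.8 and each library clustered on its own; for genes and panels, the mean of each cell's own CPM, scaling to the median ratio of genes and leaving out the panel gene with most UMIs; for scores, thinning to 1000 UMIs, no thinning and the summed CPM of the set. The median log2 ratio of genes with at least 100 UMIs was under 0.1 in size in each of the 3 classes. The computations were tested on simulated data in which 200 genes were changed 4-fold: the intervals of 100% of them left out 1 in each class, intervals held the true ratio for 95.6% of 12558 genes in FAP-like, 95.8% of 11171 in MO/MP-like and 96.4% of 9124 in MuSC-like cells, and 10 of 10 named genes were changed ones. These summed counts were drawn from a Poisson distribution, as the intervals assume, with no spread between cells. The test thus checks the computation only. It cannot show that the intervals or the naming rule hold where the UMIs of a gene sit in few cells. The 400 lists of unchanged genes had median percentiles of 48.1, 47.2 and 43.6, and a set of 10 genes scored 0.404 higher when raised and -0.0149 when not, over 24984 genes. Pseudotime and signalling between cells were left out, as were the study's other data types, not analysed here.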

Results

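Single cell RNA-seq was performed on live mononuclear cells sorted from hind limb muscle of mdx mice, which lack dystrophin and serve as a model of Duchenne muscular dystrophy. The Ctrl library came from mdx mice with intact Yy1, and the dKO library from mdx mice in which tamoxifen had deleted Yy1, the gene of a zinc finger transcription factor, in muscle stem cells (MuSCs). Each group had 1 library made from pooled mice, so there were no replicates, no difference below has a replicate check, and no test was run. The Ctrl library held 4527 cells and 45556596 unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule), with a median of 7697 UMIs per cell. The dKO library held 3483 cells and 33815155 UMIs, with a median of 7615 per cell. After filtering and doublet removal, 4010 Ctrl and 3079 dKO cells were kept. Intervals below are 95% intervals that cover counting error only, exact binomial for shares and exact Poisson for sums of UMIs, given here as CPM, scaled to the total UMIs of the cell class.

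The deleted gene was examined first, to see whether its transcript was lost in MuSCs alone. Yy1 lies on chromosome 12 from 108792973 to 108820148 on the plus strand (GRCm38, matched by gene symbol). In MuSC-like cells, 401 Yy1 UMIs were counted in Ctrl (163 CPM, 147 to 180) and 3 in dKO (3.56 CPM, 0.734 to 10.4), all 3 in 1 cell. The dKO to Ctrl ratio was 0.0218, with a counting interval of 0.00449 to 0.0643, a log2 ratio of -5.52. Averaging each cell's own CPM, the alternative that moved this value most, gave a log2 ratio of -2.55. Thinned to 2000 UMIs per cell, 27.2% of 114 Ctrl MuSC-like cells and 2.86% of 35 dKO MuSC-like cells carried a Yy1 UMI, with 7 Ctrl and 0 dKO cells left out as too shallow; unthinned, the shares were 71.9% and 2.86% at median depths of 11725 and 13594 UMIs. Outside MuSC-like cells the ratio was 1.08 in FAP-like cells (1.01 to 1.15), 1.08 in monocyte/macrophage (MO/MP)-like cells (1.01 to 1.17) and 0.997 in endothelial cell (EC)-like cells (0.857 to 1.16). T cell-like cells had a ratio of 0.689 (0.525 to 0.902), from 122 and 104 UMIs.

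**Figure D1:**
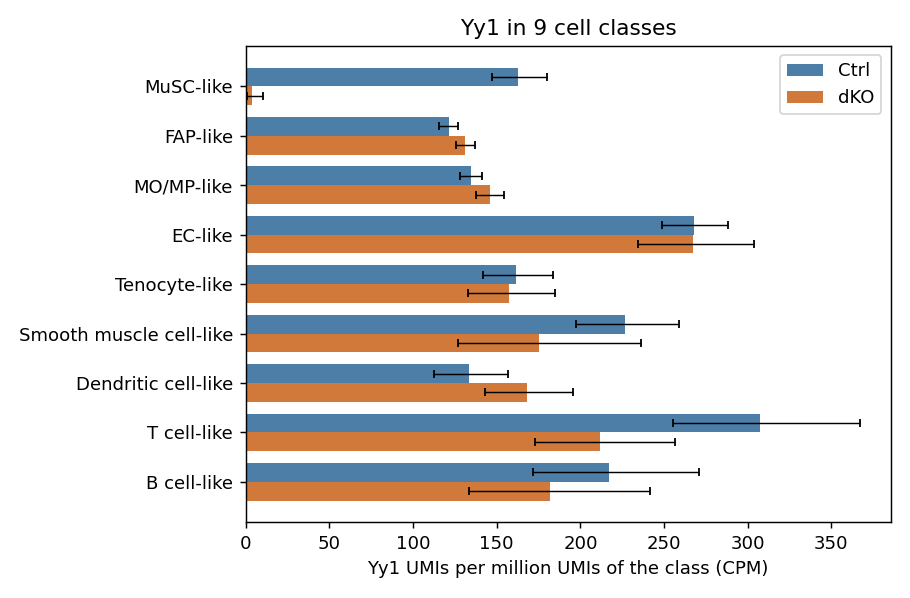
Yy1 in CPM (horizontal axis) in cell classes of the Ctrl and dKO libraries; bars are sums over all cells of a class and error bars are 95% Poisson intervals. MuSC-like cells fell from 163 to 3.56 CPM, while FAP-like cells stood at 121 and 131 CPM.

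The next comparison asked whether the makeup of the muscle differed between the libraries. Clustering gave 25 clusters, of which 24 were given 1 of 15 class names from fixed marker genes, so a difference from the study may come from the rebuilt names. Fibro/adipogenic progenitor (FAP)-like cells, the stromal cells of muscle, made up 26.8% of Ctrl cells (25.4 to 28.2) and 36.7% of dKO cells (35.0 to 38.4), a difference of 9.91 percentage points with a counting interval of 7.72 to 12.1. Counting only non-immune cells moved this difference most, to 19.3 points, with FAP-like cells at 53.6% of 2002 Ctrl cells and 72.9% of 1549 dKO cells. MuSC-like cells made up 3.02% of Ctrl cells (121 cells, 2.51 to 3.59) and 1.14% of dKO cells (35 cells, 0.793 to 1.58). Their share thus fell by 1.88 points, with a counting interval of -2.54 to -1.22. MO/MP-like cells made up 35.2% and 35.8%, and the difference of 0.521 points was within counting error (-1.72 to 2.77).

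EC-like cells made up 11.6% of Ctrl cells and 5.88% of dKO cells, and their share fell by 5.77 points (-7.06 to -4.46). Neutrophil-like cells fell by 1.36 points, from 2.49% to 1.14%, and a cluster with smooth muscle and pericyte genes fell by 1.70 points, from 2.97% to 1.27%. T cell-like cells rose by 1.61 points, from 2.87% to 4.48% (0.734 to 2.53). B cell-like cells (3.52% and 2.83%), tenocyte-like cells (3.39% and 2.99%) and dendritic cell-like cells (2.82% and 3.38%) differed by less than counting error. Cycling MO/MP-like cells made up 2.54% of Ctrl and 1.53% of dKO cells, and cycling FAP-like cells 41 of 4010 and 37 of 3079. With no doublets removed the libraries held 4335 and 3329 cells, and FAP-like cells were 26.0% and 35.9% of them, MuSC-like cells 3.30% and 1.17%.

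**Figure D2:**
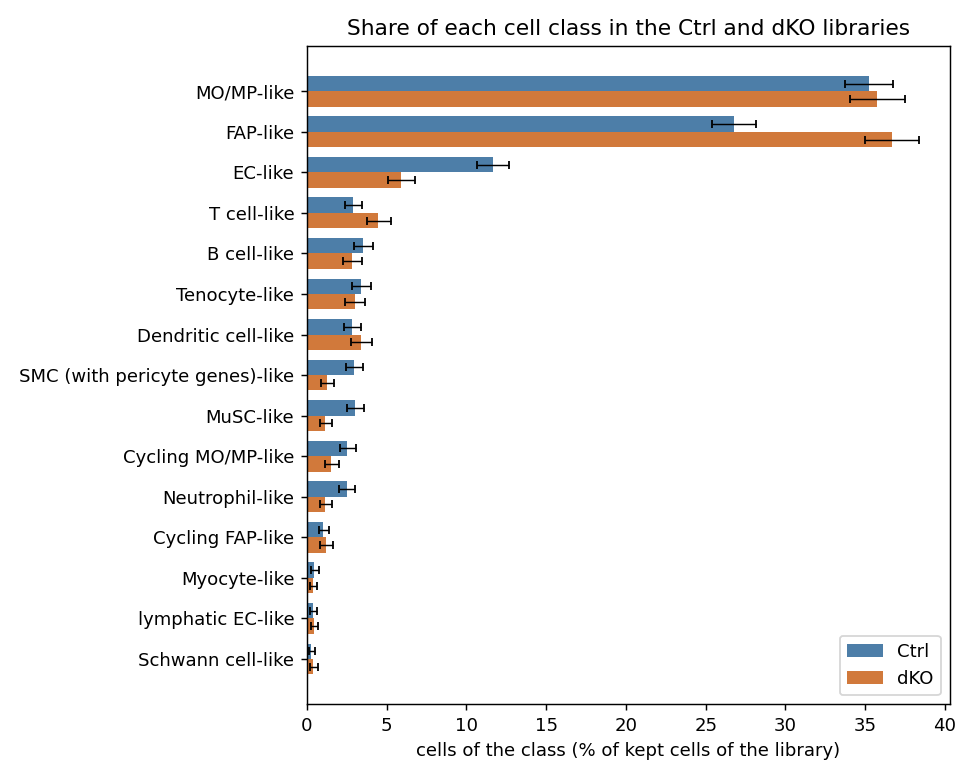
Share of each cell class among the kept cells of the Ctrl and dKO libraries, in percent (horizontal axis); error bars are 95% binomial intervals. FAP-like cells rose from 26.8% to 36.7%, while EC-like cells stood at 11.6% and 5.88%.

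FAP-like cells were then sub-clustered to ask whether their states shifted in dKO. Both libraries were clustered together, without the genes of the state panels, since a state defined by a gene that differs between libraries changes size with that gene. The panels had been picked by the study on these same libraries, so they are not independent of them. Activated-like cells made up 27.2% of 1073 Ctrl and 34.5% of 1129 dKO FAP-like cells, a difference of 7.33 points (3.47 to 11.2). With all genes the shares were 27.6% and 34.5%. This difference depended on the clustering: when each library was clustered on its own, the alternative that moved it most, the Activated-like share was 26.5% in Ctrl and 17.1% in dKO, a difference of -9.37 points. Stressed-like cells made up 13.5% and 14.1% without the panel genes (12.5% and 13.8% with all genes), and the difference was within counting error in both cases. This too depended on the clustering: with no integration the shares were 25.7% and 38.4%, a difference of 12.7 points (8.83 to 16.5). With each library on its own, 35.3% of dKO cells took that name. No Ctrl cluster took it, but an unnamed one with 25.6% of Ctrl cells had all 6 Stressed markers enriched. Adipogenic-like cells made up 118 of 1073 and 131 of 1129 cells (10.8% and 11.8% with all genes), a difference within counting error. Fibrogenic-like cells formed a cluster of 7 Ctrl and 3 dKO cells (8 and 3 with all genes). No panel gene was among its leading genes. These included Cldn1 and Shisa3, which also led the cluster left without a class name, so these few cells may not be that state. With each library clustered on its own, the cluster of that name held 37.0% of Ctrl (34.1 to 39.97) and 35.96% of dKO FAP-like cells (33.2 to 38.8). The size of what took this name thus depended on the clustering. The remaining 47.6% of Ctrl and 39.5% of dKO FAP-like cells (47.9% and 39.1% with all genes) were in clusters that passed no state's markers. No Inflammatory-like FAP cluster was found without the panel genes, while one of 5 Ctrl and 7 dKO cells appeared with all genes and one of 18 Ctrl and 32 dKO cells with no doublets removed.

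**Figure D3:**
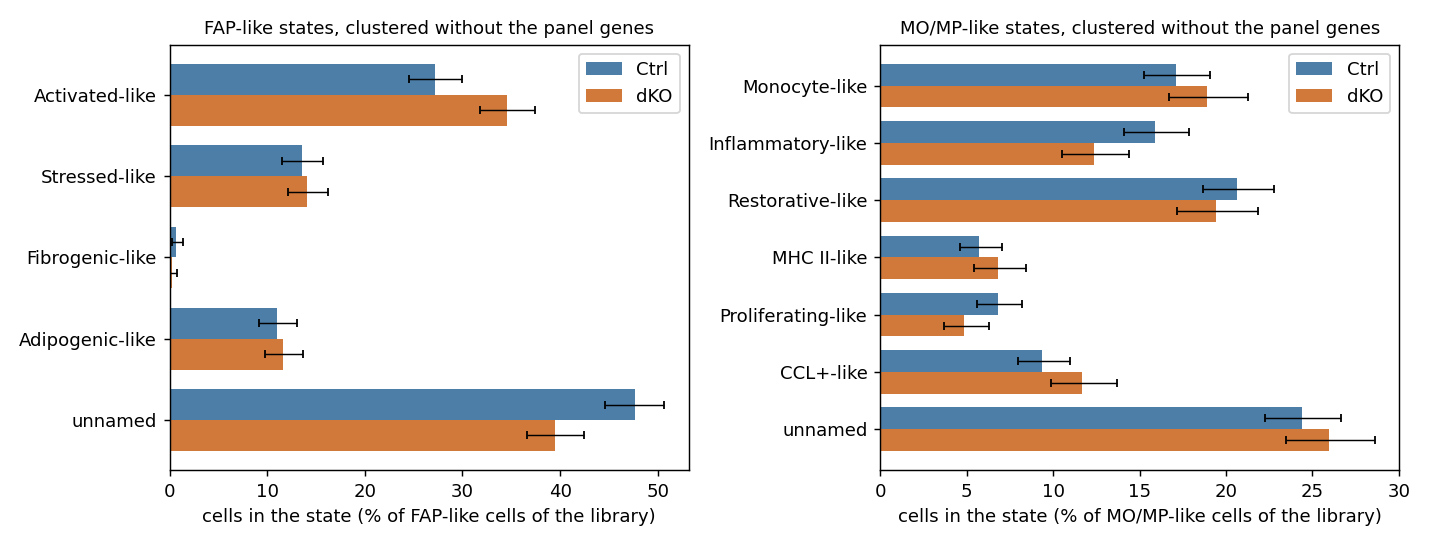
Share of each state among FAP-like cells (left) and MO/MP-like cells (right) of the Ctrl and dKO libraries, in percent (horizontal axes), from clustering without the panel genes; error bars are 95% binomial intervals. Activated-like FAP cells stood at 27.2% and 34.5%, and CCL+-like MO/MP cells at 9.37% and 11.7%.

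The panel genes summed over all FAP-like cells gave a measure that needs no cluster boundary. The Activated panel rose from 2891 to 3625 CPM, a ratio of 1.25 (1.24 to 1.27), and its 4 genes had a median log2 ratio above that of 98.4% of 10000 random lists matched on expression. The Stressed panel had a ratio of 0.966 (0.959 to 0.972), with 4 of its 6 genes higher in dKO. Its direction reversed when each cell's own CPM was averaged, to a log2 ratio of 0.10. Scaling to the median ratio of genes also changed its sign, to 0.0045. That scaling shifts all genes alike, so this change is no separate test of the panel. The Transitional panel rose 1.60-fold (1.58 to 1.61) and the Adipogenic panel 1.25-fold (1.22 to 1.28), with Pi16 holding 52.6% of the latter's UMIs. The Fibrogenic panel had a ratio of 0.947 (0.936 to 0.958). The Inflammatory panel had a ratio of 1.30 (1.24 to 1.35), of which Apoe held 74.5% of the UMIs, and leaving out Apoe moved it most of all panels, from a log2 ratio of 0.37 to -0.22. Col1a1 fell from 6781 to 4741 CPM (log2 ratio -0.52, -0.53 to -0.50) and Col3a1 from 15190 to 11444 CPM (-0.41, -0.42 to -0.40). Across the 8997 genes with at least 100 UMIs in FAP-like cells, the median log2 ratio was -0.05. Pdgfra, a FAP marker, had a log2 ratio of -0.14 (-0.20 to -0.08).

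Gene set scores addressed whether FAP-like cells of dKO carried a lower tendency to apoptosis. Each score is the mean of a set picked by the study minus the mean of control genes, per cell, in cells thinned to 2000 UMIs, which left out 63 Ctrl and 52 dKO cells. The anti-apoptotic score was 0.125 in Ctrl (SD over cells 0.198) and 0.162 in dKO (SD 0.208), a difference of 0.0361. Leaving out Hspa5, which held 77.0% of the set's UMIs, reduced the difference most, to 0.0195, and unthinned scores were 0.119 and 0.158. Among its 11 genes the median log2 ratio was -0.06, at the 36.3 percentile of random lists. The apoptotic score was -0.00523 in Ctrl (SD 0.118) and -0.00266 in dKO (SD 0.115), a difference of 0.00257; unthinned, the scores were -0.00427 and -0.000273. Summed over FAP-like cells, the apoptotic set stood at 233 CPM (225 to 241) in Ctrl and 233 CPM (225 to 241) in dKO, with no difference detectable at this depth.

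MO/MP-like cells, with their cycling cells included (1515 Ctrl and 1148 dKO cells), were sub-clustered in the same way, to ask whether inflammatory states gained in dKO. Without the panel genes, Monocyte-like cells made up 17.1% and 18.9%, Restorative-like cells 20.7% and 19.4%, and MHC II-like cells 5.74% and 6.79%, each a difference within counting error. Inflammatory-like cells made up 15.9% of Ctrl and 12.4% of dKO cells, a fall by 3.54 points (-6.16 to -0.854). CCL+-like cells were present in both libraries, at 9.37% and 11.7%, a difference of 2.30 points (-0.0387 to 4.71). The study found its CCL+ subset in dKO alone and gave Rsad2, Ifit1 and Tnf as enriched in it. The cluster here was led by Cd209f, Lyve1 and Fcna, so whether it is the same subset is not known. Proliferating-like cells were also present in both libraries, at 6.80% (5.58 to 8.19) and 4.88% (3.71 to 6.29), a fall by 1.92 points (-3.69 to -0.0989). With all genes the shares were 14.7% and 17.2% for Monocyte-like, 21.1% and 19.3% for Restorative-like, 5.54% and 7.06% for MHC II-like, 242 of 1515 and 136 of 1148 cells for Inflammatory-like, 9.83% and 11.8% for CCL+-like, and 7.66% and 5.40% for Proliferating-like cells. No state was named in 24.4% of Ctrl and 26.0% of dKO cells without the panel genes, and in 25.1% and 27.3% with all genes. The size of the CCL+-like state depended on the setting far more than on the library: it held 43.8% and 45.0% at a sub-clustering resolution of 0.2, 35.8% and 37.98% with no integration, 38.3% and 39.8% with each library on its own and 3.20% and 4.62% with no doublets removed. The difference in MHC II-like cells moved to 7.92 points with no integration of the libraries. That value includes a cluster of 132 Ctrl and 166 dKO cells that met the Restorative markers equally well, and without it the difference was 2.17 points. The fall in Inflammatory-like cells also depended on the setting. It was -0.47 points at a sub-clustering resolution of 0.2, within counting error (-4.05 to 3.14), and -10.3 points with no integration (-13.1 to -7.47).

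Summed over MO/MP-like cells, the CCL+ panel rose from 3108 to 4924 CPM, a ratio of 1.58 (1.56 to 1.61), with all 7 genes higher in dKO and a median log2 ratio above that of all 10000 random lists. The study took this panel from a subset that it found in this dKO library alone. The rise and the place among random lists are therefore no independent support. The MHC II panel rose 1.31-fold (1.30 to 1.33) and the Restorative panel 1.12-fold (1.11 to 1.13). The Inflammatory panel (Spp1, Fabp5 and Cd36) had a ratio of 0.688 (0.679 to 0.697), with all 3 genes lower in dKO. The Monocyte panel had a ratio of 1.03 (0.988 to 1.07), which includes 1. The Proliferating panel, in MO/MP-like cells other than the cycling ones, had a ratio of 0.548 (0.439 to 0.681), from 323 and 114 UMIs. The inflammatory score of thinned cells was 0.00780 in Ctrl (SD 0.230) and 0.0907 in dKO (SD 0.260), a difference of 0.0829, with 149 Ctrl and 112 dKO cells left out; unthinned, the scores were 0.0152 and 0.103. Its genes had a median log2 ratio of 0.44, above all 10000 random lists. Keeping doublets, which also left out 1 MO/MP cluster, moved the score difference most, to 0.0683.

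Ccl5, on chromosome 11 from 83525778 to 83530518 (minus strand), encodes a chemokine that draws in macrophages, and was examined in MuSC-like cells because the study followed it there. It was counted at 61 UMIs in 121 Ctrl cells (24.8 CPM, 19.0 to 31.9) and at 9 UMIs in 35 dKO cells (10.7 CPM, 4.88 to 20.3), a log2 ratio of -1.21 (-2.41 to -0.20). This direction rested on few cells: 54 of the 61 Ctrl UMIs were in 1 cell, and without the cell with most Ccl5 UMIs in each library the values were 2.89 CPM (1.16 to 5.96) in Ctrl and 5.05 CPM (1.38 to 12.9) in dKO. With no doublets removed the direction reversed, at 63 UMIs in 143 Ctrl cells (20.2 CPM, 15.6 to 25.9) and 49 UMIs in 39 dKO cells (49.3 CPM, 36.5 to 65.1), a log2 ratio of 1.28, with 23 and 17 of the dKO UMIs in 2 cells. The cell with 17 had the doublet score at which removal stopped, shared by 39 dKO cells, of which 26 were removed and 13 kept, so the direction depended on the order of tied cells. At 2000 UMIs per cell, 3 of 114 Ctrl MuSC-like cells (2.63%, 0.546 to 7.498) and 1 of 35 dKO MuSC-like cells (2.86%, 0.0723 to 14.9) carried a Ccl5 UMI. Unthinned, the shares were 6.61% (2.90 to 12.6) and 8.57% (1.80 to 23.1). In other classes at 2000 UMIs, the shares were 0.396% in Ctrl and 0.279% in dKO FAP-like cells (median depths 11915 and 11962 UMIs). In EC-like cells they were 0 of 399 and 0 of 144 cells, with exact binomial intervals that reach 0.920% and 2.53%. Unthinned, they were 1.12% (0.579 to 1.95) and 2.30% (1.51 to 3.36) in FAP-like cells and 0.428% (0.0519 to 1.54) and 0% (0 to 2.02) in EC-like cells (median depths 4671 and 3802 UMIs). FAP-like cells do not measure free RNA alone, since 12 Ctrl cells held 122 Ccl5 UMIs and 26 dKO cells held 104, against 2 UMIs in 2 Ctrl EC-like cells and 0 in dKO. The unthinned Ctrl share in MuSC-like cells lay above those of both classes, while the intervals of the Ctrl share at 2000 UMIs and of both dKO shares overlapped with those of both classes.

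Among the other chemokine genes listed for MuSC-like cells, Ccl7 rose from 10.2 to 42.7 CPM (log2 ratio 2.07, 1.30 to 2.87), and Ccl2 from 34.6 to 89.0 CPM (1.37, 0.90 to 1.83). Averaging each cell's own CPM gave -0.02 for Ccl2, and 46.7% of its dKO UMIs were in 1 cell, as were 58.3% of those of Ccl7. Ccl25 had 6 and 5 UMIs, a ratio of 2.43 (0.587 to 9.57), and Ccl3 had 5 and 0. Pax7, a MuSC marker, stood at 52.4 and 52.2 CPM. Most Ccl5 UMIs were in other classes. T cell-like cells held 53.3% of them in Ctrl and 36.5% in dKO, at 3053 and 2845 CPM. In MO/MP-like cells Ccl5 rose from 47.1 to 142 CPM, a ratio of 3.02 (2.73 to 3.33), and in dendritic cell-like cells from 209 to 1017 CPM, a ratio of 4.86 (4.21 to 5.64). Few cells held these UMIs, so both intervals are too narrow. Unthinned, 5.94% (4.77 to 7.31) of Ctrl and 12.2% (10.3 to 14.2) of dKO MO/MP-like cells carried a UMI. For dendritic cell-like cells it was 15 of 113 (7.62% to 20.9%) and 22 of 104 (13.8% to 30.3%), with overlapping intervals.

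Tgfb1, on chromosome 7 from 25687002 to 25705077 (plus strand), was compared across classes because the study asked which cells supply TGFβ1. MO/MP-like cells held 68.9% of its UMIs in Ctrl and 62.6% in dKO, and FAP-like cells 8.11% and 13.1%. In MO/MP-like cells it stood at 290 CPM (281 to 299) in Ctrl and 226 CPM (216 to 236) in dKO, a ratio of 0.779 (0.737 to 0.823). The ratio was 0.859 in FAP-like cells (0.748 to 0.986) and 1.03 in EC-like cells (0.818 to 1.29), the latter within counting error. With the 200-gene cell filter, which left out 1 MO/MP cluster, the difference in the share held by MO/MP-like cells moved most, from -6.31 to -8.93 points.

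**Figure D4:**
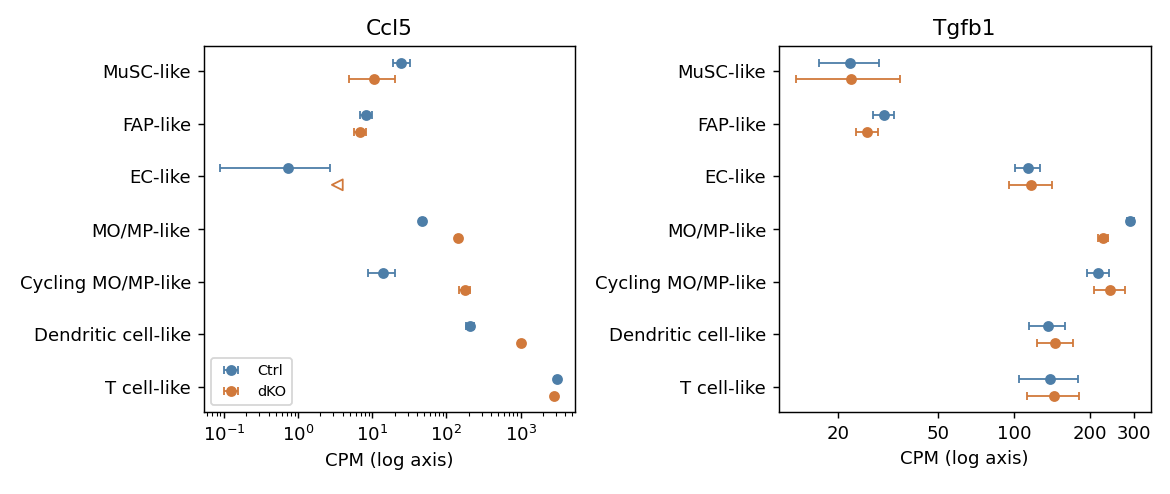
Ccl5 and Tgfb1 in CPM (horizontal log axes) in cell classes of the Ctrl and dKO libraries; points are sums over all cells of a class, error bars are 95% Poisson intervals, and an open triangle marks a class with 0 UMIs at the limit that 3 counts allow. In MO/MP-like cells Ccl5 rose from 47.1 to 142 CPM and Tgfb1 went from 290 to 226 CPM.

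A description of all genes followed, to see which changed most in each class, with 5 genes named at each end by a rule of size. In FAP-like cells the highest log2 ratios were those of Hp (2.93, 2.66 to 3.20), H2-Q6 (2.08), Mx1 (2.03), Oasl1 (37 and 154 UMIs) and Ifit3 (1.94, 1.77 to 2.11). The lowest were those of S100a8 (-3.13, -3.82 to -2.50), S100a9 (-2.93), Igf2 (-2.44), Cbfa2t3 (-2.05) and Fabp4 (-1.95). S100a8 was counted at 1.12 UMIs per Ctrl FAP-like cell that carried any, and in 3.66% of Ctrl FAP-like cells at 2000 UMIs against 4.26% of EC-like cells.

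In MO/MP-like cells, the highest were Hba-a2 (3.58), Cxcl9 (3.40), Ly6a (3.06, 2.93 to 3.19), Alas2 (2.85) and Ifi44 (2.59, 2.27 to 2.92). One cell held 89.9% of the Hba-a2 UMIs and 79.3% of the Alas2 UMIs of dKO. Krt25 and Krt71 had 161 and 149 UMIs in Ctrl and 0 in dKO, at least 34.6-fold and 32.0-fold lower, but 1 Ctrl cell held 83.9% and 75.2% of them. Retnlg (-3.59), Marco (-3.56) and Mt3 (-3.07) followed. The top Ctrl cell of each gene held 49.2% of the Ctrl UMIs of Retnlg, 44.8% of those of Marco and 62.5% of those of Mt3. Marco was seen in 13 Ctrl cells.

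In MuSC-like cells, Isg15 rose from 7.72 to 133 CPM (log2 ratio 4.11, 3.40 to 4.89), followed by Bst2 (2.94), Psmb8 (2.91), Psph (2.11) and H2-K1 (1.95). After Ech1, with 170 UMIs in Ctrl and 1 in dKO (ratio 0.0172, 0.000432 to 0.0970), and Yy1, the lowest were Chchd10 (-4.58, -6.03 to -3.45), Suclg2 (129 and 2 UMIs, ratio 0.0453, 0.00542 to 0.167) and Ckb (-4.42, -6.31 to -3.05). These 35 dKO cells held 842490 UMIs against 2459981 in the 121 Ctrl cells, which limits the precision of every MuSC value. The class is also mixed. Myog, Mymx and Ttn were among its leading genes, and 8 cell cycle and 6 myocyte markers were enriched. Pax7 was seen in 67 Ctrl and 15 dKO cells. The makeup of this class was not compared between the libraries, so these ratios need not be changes within stem cells. Keeping doublets changed the lists most, leaving 6 of 10 named genes in FAP-like cells and 5 of 10 in MO/MP-like and in MuSC-like cells.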

Values the study reported

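The study reported 4335 Ctrl and 3329 dKO cells after filtering and doublet removal. FAPs were given as 35.9% of dKO and 26.4% of Ctrl cells, MuSCs as 1.2% and 3.3%, MO/MPs as 38.0% and 38.2%, ECs as 7.2% and 12.6%, and neutrophils as 1.1% and 2.6%. Among FAPs, activated cells were given as 32.1% in dKO and 15.1% in Ctrl, and stressed cells as 23.2% and 31.0%. The anti-apoptotic score of FAPs was 0.16 in dKO and 0.08 in Ctrl, with a lower apoptotic score in dKO. Among MO/MPs, inflammatory cells were 23.6% in dKO and 22.3% in Ctrl, restorative cells 38.2% and 26.4%, and MHC II cells 14.3% and 19.2%. The inflammatory score of MO/MPs was 0.16 in dKO and -0.08 in Ctrl. In isolated MuSCs of replicate mice, Ccl5 was given as higher in dKO by bulk RNA-seq and RT-qPCR. CCL5 protein was given as higher by staining and by ELISA of secreted protein.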

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

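The alternatives in this part were planned, while details of the cluster naming were set, and state clusters were recounted, after the clusters had been seen. Across 48 results that answer a comparison, 253 alternative values were computed. Of these, 191 stayed within the counting interval or band set for them, 56 moved beyond it and 6 reversed. The band for score differences was 50%, so the anti-apoptotic difference counted as having stayed when it fell from 0.0361 to 0.0195. Of 238 values with a sign, 228 kept it. Some sign changes were counted as moved, such as the Monocyte panel, which went from a log2 ratio of 0.037 to -0.049 and -0.19. For 39 results on single genes, 168 of 193 values stayed, 24 moved and 1 reversed: Ccl2 in MuSC-like cells, at a log2 ratio of -0.018 when each cell's own CPM was averaged. Unless a cause is given below, the cause was not tested. No paired analysis was possible because each group is 1 pooled library.

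With non-immune classes as the denominator, the differences in share were 19.3 points for FAP-like, -11.6 for EC-like and -3.78 for MuSC-like cells, larger by construction, since fewer cells are counted. The dendritic cell-like share differed by 1.65 points at resolution 0.4 and by 1.52 with 20 dimensions, where that class took in the Ear2-led MO/MP-like cluster; the smooth muscle-like share differed by -1.0004 with 20 dimensions and by -0.577 at resolution 1.2, where a pericyte-like cluster split from it. The MO/MP-like share has no value at resolutions 0.4 and 1.2, with 20 dimensions, with no doublets removed, with the highest 4% removed, with the 200-gene filter or with no filter, because a cluster with 14 enriched MO/MP markers had Lyve1, a gene of the lymphatic EC list, and no MO/MP marker among its leading genes there; only the setting with no integration gave one. Gene, panel and score values of MO/MP-like cells with no doublets removed, and gene values with the 200-gene filter, leave that cluster out, while the state sizes with no doublets removed include it.

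The difference in Activated-like FAP cells, 6.87 points with all genes, was 2.91 with no integration, 2.13 with no doublets removed and -9.37, reversed, with each library clustered on its own. The value of 2.13 reflects the naming: a cluster of 174 Ctrl and 260 dKO cells had all 4 Activated markers enriched but went unnamed because Ptx3, of the Transitional panel, was among its leading genes, and with it the difference was 8.44 points. For Stressed-like cells, 1.33 points became 12.7 with no integration, 1.58 at resolution 0.8 and 0.167 with no doublets removed. No value exists at resolution 0.2, where no cluster took that name, or with each library on its own. There, a Ctrl cluster of 275 cells with all 6 Stressed markers enriched went unnamed because Myoc, of the Transitional panel, was among its leading genes. That cluster held 25.6% of Ctrl FAP-like cells, while 35.3% of dKO FAP-like cells were Stressed-like when dKO was clustered alone. At resolution 0.8 the small Fibrogenic-like difference of -0.57 points leaves out a cluster of 143 Ctrl and 110 dKO cells with all 4 markers enriched, unnamed because of Apoe, and with it the difference was -4.16 points. For the small Inflammatory-like FAP cluster, 0.154 points became 1.08 with no doublets removed. Inflammatory-like MO/MP cells moved from -4.13 points to -0.47 at resolution 0.2 and -10.3 with no integration, MHC II-like cells from 1.51 to 7.92 with no integration and 3.74 with each library on its own, and Proliferating-like cells from -2.26 to -4.29 with no doublets removed. The 7.92 includes a cluster that tied with the Restorative panel, and without it the difference was 2.17 points. With no doublets removed, MHC II-like cells made up 50.5% of Ctrl and 53.7% of dKO cells, a difference of 3.21 points. These shares include 704 Ctrl and 549 dKO cells in clusters that tied with the Restorative panel. Without them the shares were 6.28% and 8.42%, a difference of 2.13 points. The -4.29 includes 40 Ctrl and 18 dKO cells of a cluster led by endothelial genes such as Cdh5 and Flt1, with a median doublet score of 0.149, and without it the difference was -3.26 points.

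Averaging each cell's own CPM gave log2 ratios of 0.39 for the FAP Activated, 0.10 (reversed) for the Stressed, -0.16 for the Fibrogenic, 0.046 for the Adipogenic, 0.62 for the Transitional and 0.30 for the FAP Inflammatory panel, and -0.049 for the Monocyte, -0.37 for the MO/MP Inflammatory, 0.34 for the MHC II and 0.55 for the CCL+ panel. Scaling to the median ratio of genes shifts all genes of a class alike. It gave 0.38 for Activated, 0.0045 (reversed) for Stressed, -0.024 for Fibrogenic, 0.38 for Adipogenic and 0.73 for Transitional. With no doublets removed the values were 0.35 for Activated, -0.063 for Stressed, 0.28 for Adipogenic, 0.63 for Transitional and 0.83 for FAP Inflammatory, and -0.52 for MO/MP Inflammatory, 0.15 for Restorative, 0.45 for MHC II and 0.52 for CCL+. Without the gene with most UMIs they were 0.36 for Activated, -0.12 for Stressed, -0.41 for Fibrogenic, 0.15 for Adipogenic, 0.73 for Transitional and -0.22 (reversed, Apoe left out) for FAP Inflammatory, and -0.19 for Monocyte, -0.32 for MO/MP Inflammatory, 0.18 for Restorative, 0.38 for MHC II and 0.93 for CCL+. These panels have narrow counting intervals, so small moves leave them.

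The difference in apoptotic score was 0.0107 with thinning to 1000 UMIs, 0.00400 without thinning and 0.00572 with no doublets removed, and the summed CPM of the set gave a log2 ratio of -0.00088, reversed. Yy1 in MuSC-like cells moved to -2.55 when each cell's own CPM was averaged. Ccl5 in MuSC-like cells reversed to 1.28 with no doublets removed, because 2 dKO cells with 23 and 17 Ccl5 UMIs are removed as doublets otherwise. The second had the limiting score of 0.114, shared by 39 dKO cells of which 13 were kept, so the sign depends on the order of tied cells. The share of Tgfb1 UMIs held by MO/MP-like cells moved to -8.93 points with the 200-gene filter. With no doublets removed, 6 of 10 named genes were kept in FAP-like cells, 5 in MO/MP-like and 5 in MuSC-like cells. The 35 dKO MuSC-like cells limit what can be seen in that class.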

Other observations

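In this part, the tests of S100a8 and S100a9, of the interferon-induced genes, of neutrophil precursors, of the single Ctrl cell with much Ccl5, of tied doublet scores and of Ccl5 in unthinned MuSC-like cells were chosen only after the results were seen, as were both added gene lists. The tests of FAP and macrophage doublets, of separate clustering, of free Ccl5 RNA and of the sexes were written beforehand. The genotype itself stays open as an untested explanation throughout, since each genotype is 1 pooled library.

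Filtering at 500 genes alone left exactly 4335 Ctrl and 3329 dKO cells. These are the cell numbers that the text of the study gives after doublet removal, while a figure legend there gives another Ctrl number. With no doublets removed, EC-like cells were 11.9% of 4335 and 6.76% of 3329 cells and neutrophil-like cells 2.63% and 1.11%.

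With no doublets removed, FAP-like cells that carried macrophage and MHC II transcripts formed a cluster of 18 Ctrl and 32 dKO cells, 1.60% and 2.68% of FAP-like cells. Doublets of a FAP and a macrophage are a candidate explanation: the median doublet score was 0.330 against 0.0524 in other FAP-like cells, the median depth 18220 against 11828.5 UMIs, and 84.0% of the cluster against 2.86% of the others were among the cells with the highest scores. With doublets removed and all genes, 12 such cells remained (5 Ctrl and 7 dKO), with a median of 20574 UMIs. The cells with the highest scores had been removed by then, so the scores of these 12 decide nothing, and doublets stay open for them as well. A small population that takes up such transcripts was not tested and stays open.

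Cycling MO/MP-like cells were in both libraries, at 6.73% (5.52 to 8.11) of MO/MP-like cells in Ctrl and 4.09% (3.02 to 5.41) in dKO, so separate clustering of each library alone did not explain their lower share in dKO, although the intervals are barely apart and overlap without the panel genes. When dKO was clustered alone, 3.57% were cycling. Neutrophil precursors are a further candidate: 20 of 102 Ctrl and 2 of 47 dKO cycling cells carried a UMI of Elane, Mpo, Prtn3 or Ctsg, and among MO/MP-like cells without such UMIs the shares were 5.75% (4.599 to 7.09) and 4.04% (2.96 to 5.36), with overlapping intervals. In the cycling cells Prtn3 had 1050 UMIs in Ctrl and 0 in dKO.

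Ccl5 UMIs of dKO MuSC-like cells could be free RNA from T and NK cells, which cannot be told apart from expression with so few cells: 2.86% of the 35 dKO cells carried a UMI at 2000 UMIs, 1 cell, against 0.279% of FAP-like and 0 of 144 EC-like cells. FAP-like cells are no clean measure of such RNA, since 12 Ctrl cells held 122 UMIs and 26 dKO cells 104, so their share is at most an upper limit for it. In Ctrl the unthinned share argues against such RNA as the whole source: 6.61% (2.90 to 12.6) of MuSC-like cells carried a UMI, against 1.52% of FAP-like cells of the same depth and 1.12% (0.579 to 1.95) of all FAP-like cells. At 2000 UMIs the intervals overlapped, with 2.63% (0.546 to 7.498) against 0.396% (0.108 to 1.01) of FAP-like cells. Besides the top Ctrl cell, with 54 of 61 UMIs, no cell held more than 1 UMI. Free RNA could give such counts as well, so it stays open for those cells. The lower Ccl5 in dKO may rest on a single cell with many UMIs, since without the top cell of each library Ctrl had 2.89 CPM and dKO 5.05 CPM. That Ctrl cell held 40197 UMIs, 0 UMIs of 15 T and NK cell markers and 14 UMIs of 17 MO/MP markers. Ties at the limit of doublet removal are a further candidate explanation: with the removed MuSC-like cells at the limiting score added back, 1 in each library, dKO stood at 29.5 CPM (19.3 to 43.2) and Ctrl at 24.3 CPM (18.6 to 31.2), a log2 ratio of 0.28 (-0.44 to 0.97). The 2 dKO cells removed as doublets had scores of 0.172 and 0.114, 0 UMIs of the T and NK cell markers and 8 each of the MO/MP markers. Whether these cells are doublets with a macrophage was not tested further.

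Different sexes of the pooled mice would change sex-linked transcripts. Ddx3y was seen in 49.7% of Ctrl and 50.1% of dKO cells and Xist in 0.0499% and 0.130%, so the tables argue against sexes as the source of the differences in cell type shares. The handling of the mice and the batch of each library stay open.

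S100a8 and S100a9 were lower in dKO FAP-like cells. Free RNA from neutrophils is a candidate explanation: S100a8 was counted at 1.12 UMIs per Ctrl FAP-like cell that had any, and 3.66% of FAP-like, 4.26% of EC-like and 1.504% of tenocyte-like Ctrl cells carried a UMI at 2000 UMIs, with overlapping intervals, against 0.557% of dKO FAP-like cells. Neutrophil-like Ctrl cells held S100a8 at 78905 CPM, and their share was lower in dKO.

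Genes induced by interferon stood out among the named genes, so a list of 34 was drawn up, of which 25 had not been named by the rule. The median log2 ratio of the 25 was 1.04 in FAP-like and 1.13 in MO/MP-like cells and, of 17 with enough UMIs, 1.72 in MuSC-like cells, each above 10000 random lists. A few cells with high counts are argued against as the source of these medians: without the 5% of cells highest for the list, the median was 0.88 in FAP-like (54 Ctrl and 56 dKO cells left out), 1.23 in MO/MP-like (71 and 55) and 1.60 in MuSC-like cells (6 and 2). Single genes of MuSC-like cells rest on fewer cells, with 34.5% of the dKO UMIs of Psmb8 in 1 cell. Free RNA from other cells is argued against, since the list kept its level in smooth muscle-like cells, with a ratio of 0.977 (0.902 to 1.06). A response of like size in every class is argued against as well: the ratio was 1.14 (1.10 to 1.17) in EC-like cells, against 1.64 (1.62 to 1.66) in FAP-like cells, and besides smooth muscle-like cells the medians of T cell-like (0.17) and B cell-like cells (0.25) lay within the random lists, at the 85.1 and 85.9 percentiles. A response in some classes stays open: the medians were 0.98 in tenocyte-like, 0.97 in neutrophil-like, 0.75 in dendritic cell-like, 0.89 in cycling MO/MP-like and 1.13 in cycling FAP-like cells, each above at least 99.98% of the random lists, and 0.18 in EC-like cells, above 99.57%. Infection, handling or batch of 1 library would act in the same way and were not tested.

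Several values differ from those quoted from the study, and states here were named and clustered differently. Activated-like cells were 27.2% of 1073 Ctrl FAP-like cells. Over a different population and naming, no direction is given. Stressed-like cells were 13.5% of the same cells and 14.1% of 1129 dKO cells. Inflammatory-like, Restorative-like and MHC II-like cells were 12.4%, 19.4% and 6.79% of 1148 dKO MO/MP-like cells, and MHC II-like cells 5.74% of 1515 Ctrl cells. The anti-apoptotic score in Ctrl FAP-like cells was 0.125. The inflammatory score of MO/MP-like cells was 0.0907 in dKO and 0.00780 in Ctrl. These are means over thinned cells, while the values quoted above appear to be peaks of distributions, so no direction is given. Ccl5 in MuSC-like cells had a dKO to Ctrl ratio of 0.431, which is not the direction quoted from the study above for isolated cells. Here dKO was the higher library with no doublets removed and without the top cell of each library, at 49.3 against 20.2 CPM and 5.05 against 2.89 CPM.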
